A study of Caenorhabditis elegans with 15 samples. Its data were reported in "SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity" (2022).

How the data were processed

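RNA was sequenced from early embryos of Caenorhabditis elegans. MET-2 is the worm counterpart of the SETDB1 family of histone H3 lysine 9 methyltransferases. The 15 libraries form 5 groups of 3 replicates: the laboratory wild type N2 (WT), a strain with a deletion in met-2 (met-2Δ) and a strain with a point mutation in the catalytic SET domain, which the study describes as catalytically deficient (met-2-CD), all kept at 20 °C, and WT and met-2Δ after 1 h at 37 °C (heat stress, HS). Groups were taken from the sample labels.

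The authors trimmed adapters with Trimmomatic, aligned the reads to the ce10 assembly with hisat2 through the R package QuasR, and used reads with a unique alignment. The deposited values are whole counts of reads per gene, which the authors obtained with qCount over WS220 exons, taking reads on the same strand as the gene. No scaling, length correction or pooling of replicates had been applied to these counts. The table held 20392 genes, of which 327 had no count in any library. A read that aligns equally well to near-identical copies has no unique alignment, so the counts of histone genes, hsp-16 pairs and other recent duplicates depend on how such reads were treated.

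Gene symbols were matched by WormBase identifier, and 94.1% of the genes had one. Positions come from the WBcel235 annotation by identifier, which held 97.4% of the genes, whereas the counts were made on ce10. No position was converted between assemblies. The column names carry the group and a letter (a, b or c) in place of the replicate numbers of the labels, so which libraries of different groups belong together is not given, and the letters were not used for pairing in the model. Column totals ran from 16.15 to 58.84 M counts. A floor of 3 counts corresponds to between 0.051 and 0.186 CPM (counts scaled to a common library total), and floors cover counting error only. Replicate pairs were checked for duplicate libraries: the chi-square of their counts per degree of freedom, over genes with at least 20 counts in the pair, ran from 6.63 to 53.6, so no pair agreed within sampling noise. Pearson correlations of log2(CPM + 1) within pairs ran from 0.9894 to 0.998.

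Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Counts were scaled by TMM and filtered with filterByExpr, which left 15471 genes. All 15 libraries entered 1 model with 5 group means and no covariate, since 3 replicates per group leave few degrees of freedom and a shared estimate of the spread uses all of them. FDR values are Benjamini-Hochberg adjusted over the genes tested. A gene was called at FDR below 0.01 with a fold change above 2 between genotypes or above 4 between temperatures, after the thresholds of the study. The interaction contrast, the heat response in met-2Δ minus that in WT, was called at FDR below 0.01 alone. Errors of log2 fold changes (log2FC) are standard errors derived from the F statistic. CPM values are scaled by the TMM factors and given with the SD over 3 replicates. Before use, the model was tested on simulated data with the means and library totals of the real genes and 200 genes changed 4-fold: it called 175 of the 200 (87.5%) and 0 of the unchanged genes, among 15471 genes in all. The simulated changes were few and balanced between higher and lower. The simulation therefore does not test scaling or false calls under the many, mostly upward changes of the real data.

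Genes higher in met-2Δ than in WT were sorted into classes modelled on those of the study, with 2 departures: the fold limit in met-2-CD was read as a rise of less than 10%, where the study printed another limit, and no FDR was required for the difference between the mutants. The met-2Δ-specific class holds genes with a fold change below 1.1 in met-2-CD. The met-2Δ >> met-2-CD class holds the remaining genes whose log2FC in met-2-CD was lower by more than 1, and the common class the other genes called in both mutants. Class medians were placed among 10000 random gene lists of the same size, matched on mean expression in 20 bins. Overlaps were tested with a two-sided Fisher's exact test across genes, and correlations across genes are descriptions, since genes are not independent replicates. The genes named are those of a list fixed before the counts were opened (met-2, its cofactors, loci assayed by the study, and heat shock genes), and for each contrast the 5 genes with the highest and the 5 with the lowest log2FC among called genes whose replicates do not overlap between groups. Where every library of the lower group had 3 counts or fewer, the fold was computed against that floor and is given as a lower bound.

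The alternatives tried were scaling by library totals alone or by DESeq2 size factors, the Wald test of DESeq2 1.42.0, the likelihood ratio test of edgeR, looser and stricter count filters, models with only the groups compared, a prior count of 8, thinning to the smallest library, other FDR and fold thresholds, other class definitions, WT libraries divided between contrasts, and leaving out each library in turn. A model with the column letter as a block was added after seeing the data. Of the list, hsp-16.1, hsp-16.11, hsp-16.48, hsp-16.49 and daf-21 were not analysed here: the 4 identifiers of hsp-16.1 and hsp-16.48 had 0 or 1 counts in every library, and the other names were not matched to an identifier.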

Results

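Gene expression was measured in 15 libraries from early C. elegans embryos, 3 for each of 5 groups. Depth differed between groups. WT libraries at 20 °C held 45.83 to 58.84 M counts and met-2-CD libraries 38.14 to 48.56 M, whereas the libraries of WT at 37 °C held 24.38 to 27.13 M, met-2Δ at 20 °C 20.05 to 26.26 M and met-2Δ at 37 °C 16.15 to 21.36 M. The 10 most abundant genes of each library took 4.96% to 7.29% of its counts. The biological coefficient of variation between replicates was 11.8%. The labels give no sequencing batch, and each depth range holds whole groups, so depth and group could not be separated within batches.

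The targeted gene was examined first. In the WT libraries at 20 °C, met-2 (WBGene00019883, chromosome III, 8375300 to 8380848, WBcel235) had 313 ± 6.27 CPM (SD, n = 3). It had 295 ± 14 CPM in met-2-CD and 33.6 ± 0.919 CPM in met-2Δ, log2FC values against WT of −0.08 ± 0.053 (SE; edgeR FDR 0.175) and −3.22 ± 0.059 (edgeR FDR 2.28e-15). Transcript of the met-2 locus was thus counted in all met-2Δ libraries, with at least 685 reads in each. Under HS, met-2 had 276 ± 9.87 CPM in WT (log2FC −0.18, FDR 0.00459 by the edgeR quasi-likelihood test) and 60.4 ± 2.03 CPM in met-2Δ (log2FC 0.85, FDR 1.45e-08). The change in WT was smaller than the shift that the choice of scaling makes, and with library totals alone it was 0.05. The cofactor gene lin-65 changed by 0.09 or less on the log2 scale in each of the 6 contrasts, and none passed the FDR. By contrast, the cofactor gene arle-14 was lower in each contrast against WT at 20 °C. Its log2FC was −0.84 in met-2Δ (edgeR FDR 3.48e-07), −0.9 in met-2-CD (edgeR FDR 1.9e-07) and −1.06 in WT under HS (edgeR FDR 9.01e-09). In the other contrasts arle-14 did not pass the FDR.

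The first question was which genes depend on MET-2 and on its catalytic activity at 20 °C. In met-2Δ, 2971 genes were higher and 1304 lower than in WT, and in met-2-CD 2466 were higher and 1213 lower. Between the mutants, 767 genes were higher and 138 lower in met-2Δ than in met-2-CD. Among the alternatives, a fold threshold of 4 moved the counts of met-2Δ/WT most, to 1669 higher and 188 lower. Scaling by library totals raised the median log2FC of all genes by 0.2 in met-2Δ/WT and by 0.13 in met-2-CD/WT, and took the met-2Δ calls from 69.5% higher to 80.4% higher (3478 higher, 848 lower).

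**Figure D1:**
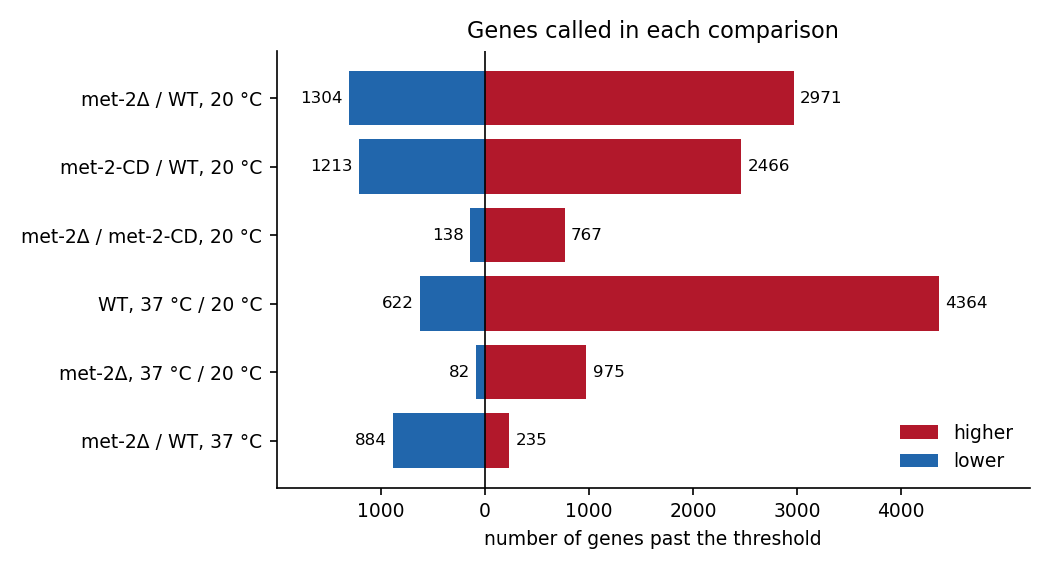
Number of genes past the threshold (horizontal axis) in each comparison (vertical axis), with genes higher in the first-named group to the right and genes lower to the left of 0. Higher calls outnumber lower calls in all comparisons but met-2Δ against WT at 37 °C, where 884 genes were lower and 235 higher.

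Of the 2971 genes higher in met-2Δ, 1907 (64.2%) were also called higher in met-2-CD, against 15.9% of all genes tested (odds ratio 38.3, two-sided Fisher's exact test across genes). The log2FC of met-2Δ/WT and met-2-CD/WT correlated with Pearson's r of 0.85 and Spearman's rho of 0.816 across 15471 genes. Both contrasts use the same WT libraries. With different WT libraries in the 2 contrasts, r was 0.7549. By class, 1629 genes were common, 750 had a log2FC lower by more than 1 in met-2-CD, 167 were met-2Δ-specific, and 425 fell in no class. The met-2Δ-specific class ranged from 120 to 290 genes when single libraries were left out, the highest without replicate c of met-2-CD and the lowest without replicate a of WT at 20 °C. Of the met-2Δ >> met-2-CD class, 471 genes also passed the FDR in the direct comparison of the mutants.

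The loci fixed in advance behaved differently in the mutants. C55C3.3 (WBGene00016953, chromosome IV, 5685287 to 5688273) rose from 0.737 ± 0.142 CPM in WT to 12.8 ± 0.152 CPM in met-2Δ (log2FC 4.13 ± 0.18, edgeR FDR 7.04e-11) and was at 0.265 ± 0.0814 CPM in met-2-CD. F10D11.6 (WBGene00008652, chromosome I, 8445347 to 8451001) rose from 1.16 ± 0.0981 to 23.8 ± 4.78 CPM in met-2Δ (log2FC 4.35 ± 0.27, edgeR FDR 2.59e-09) and stood at 2.09 ± 0.938 CPM in met-2-CD, where its change of 0.87 had an edgeR FDR of 0.0232. For col-166, bcl-11 and grl-16, log2FC in met-2Δ/WT lay between 4.44 and 5.24 and in met-2-CD/WT between 1.19 and 1.44, where col-166 did not pass the FDR (edgeR FDR 0.0766). By contrast, glf-1 rose in both mutants, by 4.05 ± 0.49 in met-2Δ and 3.99 ± 0.49 in met-2-CD, and nep-17 by 4.73 ± 0.44 and 3.84 ± 0.44. Their met-2-CD libraries were spread widely: glf-1 had 50.2 ± 34.3 CPM and nep-17 29.8 ± 20.1 CPM. The direct comparison of the mutants gave edgeR FDR values of 0.93 for glf-1 and 0.0638 for nep-17. unc-119, a control locus of the study, was lower in met-2Δ (−1.02 ± 0.077) and in met-2-CD (−0.83 ± 0.076). Of the 20 listed genes tested, 18 passed the FDR in met-2Δ/WT and 13 in met-2-CD/WT, both over all genes and over the list alone.

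**Figure D2:**
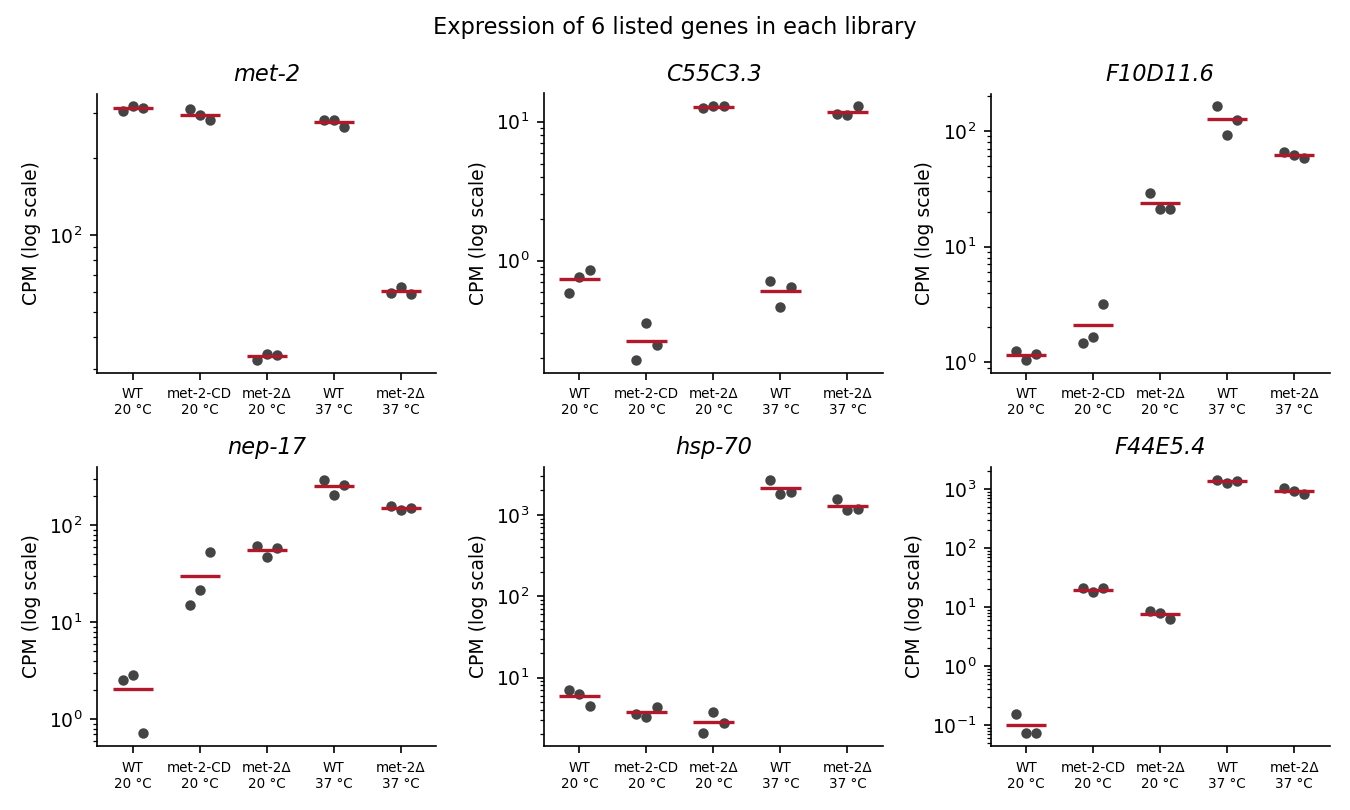
CPM on a log axis (vertical) in each of the 5 groups (horizontal) for 6 listed genes; each point is a library and each bar the mean of 3. met-2 fell from 313 CPM in WT to 33.6 CPM in met-2Δ, C55C3.3 was raised in the met-2Δ libraries alone, and the met-2-CD libraries of nep-17 were spread around 29.8 CPM.

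The largest fold changes against WT at 20 °C came from histone genes. The histone gene his-48 (WBGene00001922, chromosome IV, 11324745 to 11325116) had 138 ± 3.23 CPM in met-2Δ and 105 ± 7.22 CPM in met-2-CD but 0 counts in each WT library at 20 °C, at least 2040-fold and 1570-fold higher. his-18, his-8, his-17 and his-7 were also among the 5 highest in both mutants, at least 1220-fold to 1840-fold higher in met-2Δ and at least 1240-fold to 2840-fold higher in met-2-CD. In the other direction, WBGene00019542 and WBGene00019528 had 81.6 ± 4.03 and 81.1 ± 4.3 CPM in WT at 20 °C and 0 counts in all other libraries. W09H1.4 (WBGene00012374) had 1340 ± 366 CPM in WT at 20 °C, 2.27 ± 0.378 in met-2Δ and 1.48 ± 0.338 in met-2-CD. WBGene00016737 and T25F10.1 in met-2Δ, and the pseudogene WBGene00004209 and K03B8.4 in met-2-CD, completed the lists of lower genes. Several of these genes also head the WT heat comparison. In all, 28 genes had 3 counts or fewer in every WT library at 20 °C and at least 20 in the other 12 libraries, or the reverse, and 0 genes set any other group apart in this way.

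Between the mutants, the highest fold change of a gene above the floor in both groups was that of C38D9.2 (WBGene00008010, chromosome V, 17567150 to 17571742), with 263 ± 2.81 CPM in met-2Δ and 2.18 ± 0.197 CPM in met-2-CD (log2FC 6.9 ± 0.086, edgeR FDR 3.27e-17). Y58A7A.4, grd-13, col-170 and C42D4.3 were also higher in met-2Δ but had 1.98 CPM or less there. The 5 lowest were math-34, fbxc-40, fbxc-39, fbxb-45 and fbxc-15, with log2FC from −5.29 to −4.69; fbxc-40 had 87.3 ± 3.2 CPM in met-2-CD and 2.35 ± 0.171 in met-2Δ. All 5 lie on chromosome II between 979423 and 1044032 (WBcel235). In that neighbourhood, 16 consecutive tested genes from 970543 to 1049949, from C32B5.15 to fbxb-40, were lower in met-2Δ by more than 2 on the log2 scale, both against met-2-CD at 20 °C and against WT at 37 °C. These 16 genes were singled out after their values were seen.

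**Figure D3:**
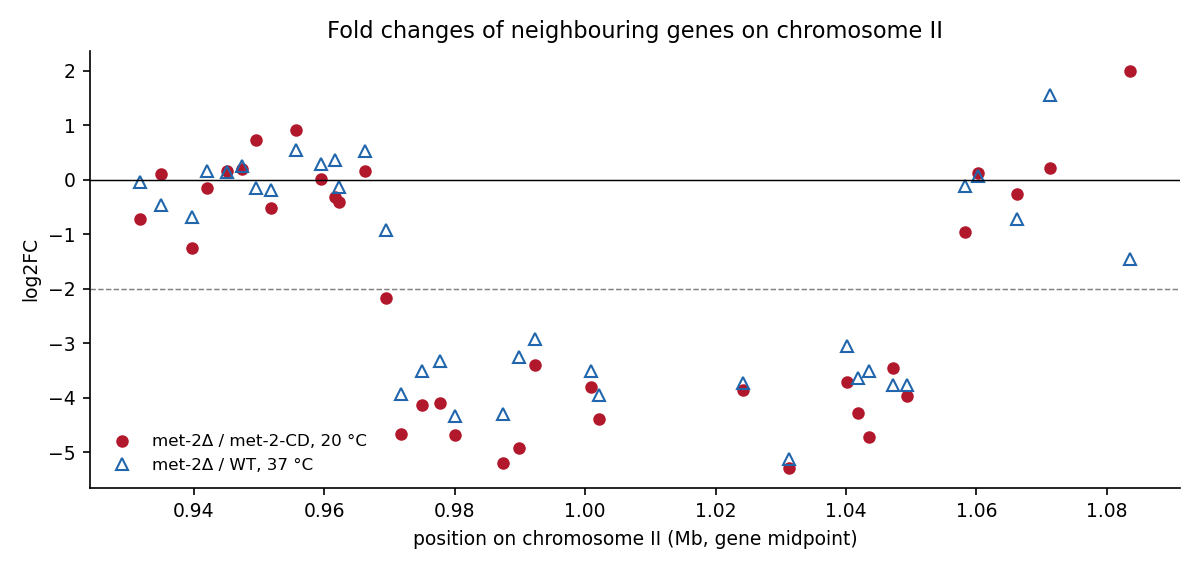
log2FC (vertical axis) of tested genes by midpoint on chromosome II of WBcel235 in Mb (horizontal axis), for met-2Δ/met-2-CD at 20 °C (circles) and met-2Δ/WT at 37 °C (triangles); the dashed line marks −2. A block of 16 genes lies at medians of −4.20 and −3.68; for met-2Δ/met-2-CD, the tested gene before it is at −2.16 and the one after it at −0.95.

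The second question was how embryos respond to 1 h at 37 °C, and whether the response resembles loss of met-2. In WT, 4364 genes were higher and 622 lower under HS at a fold change above 4. At a fold change above 2, the number of lower genes was 2612. Of the higher genes, 94.1% had less than 4 CPM in WT at 20 °C, compared with 90.1% of the genes higher in met-2Δ and 46.6% of all genes tested. The heat shock genes changed strongly: hsp-70 (WBGene00002026) rose from 5.94 ± 1.38 to 2150 ± 488 CPM (log2FC 8.49 ± 0.25, edgeR FDR 4.25e-13), hsp-16.2 from 23.2 ± 3.54 to 2800 CPM (6.91 ± 0.19) and hsp-110 from 228 ± 11 to 3280 CPM (3.85 ± 0.093). F44E5.4 and F44E5.5, adjacent hsp-70 family genes, rose by 13.63 and 14.27. These folds rest on 0.0987 and 0.0785 CPM in WT at 20 °C. Reads of near-identical copies may have been counted differently in those WT libraries, as described below. In met-2Δ, with 7.52 and 10 CPM at 20 °C, the rises were 6.96 and 6.88. Among the listed loci, log2FC under HS in WT was 6.92 for nep-17, 6.9 for col-166, 6.78 for grl-16, 6.76 for F10D11.6, 6.42 for bcl-11 and 5.33 for glf-1, whereas C55C3.3 did not change (−0.26 ± 0.23, edgeR FDR 0.341). Besides genes named above, the 5 lowest genes in WT under HS included the pseudogenes WBGene00022218 and WBGene00021317, which had 0 counts at 37 °C.

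Of the genes higher in met-2Δ at 20 °C, 2718 (91.5%) were also higher in WT under HS at a fold change above 2, against 37.3% of all genes tested (odds ratio 33.2, two-sided Fisher's exact test across genes). They made up 47% of the 5778 genes higher under HS at that threshold. With a fold change above 4 under HS, the share was 80.88%, and the shared genes made up 55.1% of the 4364 genes higher under HS. The log2FC of WT HS and met-2Δ/WT correlated across genes with r of 0.772 and rho of 0.766. Both contrasts have WT at 20 °C as baseline. With different WT libraries in each, r was 0.7282. For contrasts with no group in common, met-2Δ/met-2-CD and WT HS, r was 0.425 and rho 0.305, and for met-2-CD/WT and met-2Δ HS r was 0.099 and rho 0.294.

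**Figure D4:**
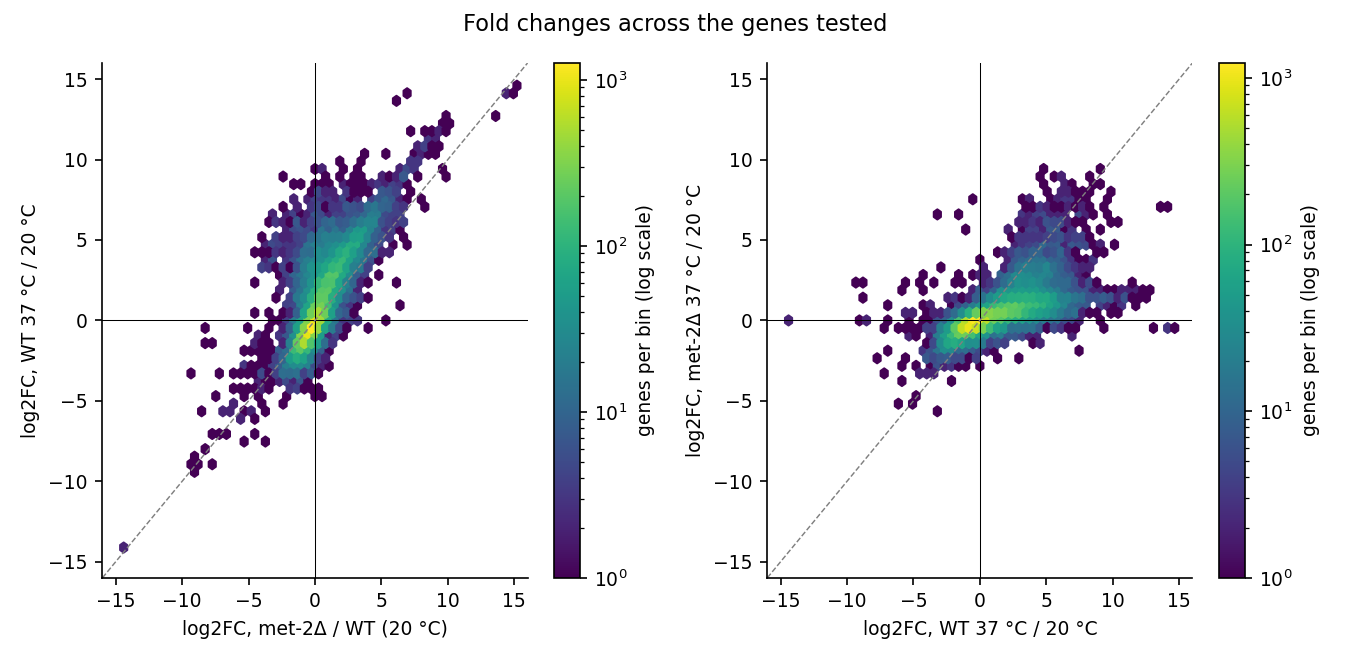
log2FC of the 15471 genes tested, as density of genes on a log colour scale: WT HS (vertical) against met-2Δ/WT at 20 °C (horizontal) on the left, and met-2Δ HS (vertical) against WT HS (horizontal) on the right, with the diagonal dashed. The left panel has r of 0.772 and the right r of 0.691, where most genes raised in WT lie below the diagonal.

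All 3 classes of met-2Δ genes had high medians under HS in WT. The median log2FC was 5.14 for the met-2Δ >> met-2-CD class, 3.37 for common genes and 3.31 for met-2Δ-specific genes, each above all 10000 random lists matched on expression, whose highest medians were 2.05, 1.15 and 2.85. Selection and comparison share the WT libraries at 20 °C here. In met-2Δ embryos under HS, the medians of the same classes were 0.98, 0.55 and 0.77. The first and second again lay above all matched lists, whose highest medians were 0.55 and 0.28, and the third was at percentile 99.61. In met-2Δ, selection and comparison share the met-2Δ libraries at 20 °C. Selection for high values in that baseline pulls these medians down, so the gap between the genotypes is not free of selection.

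**Figure D5:**
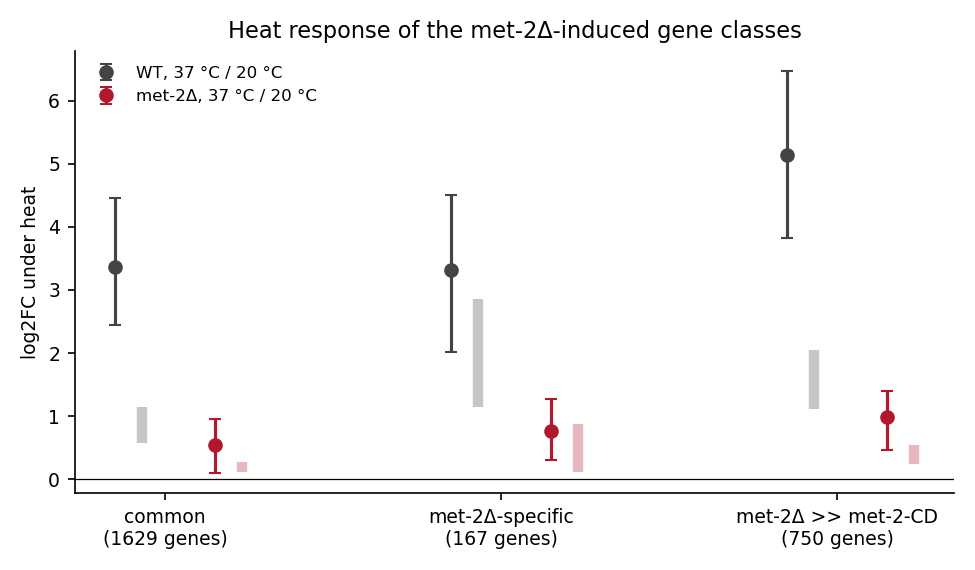
Median log2FC under HS (vertical axis; points, with bars for the quartiles) of the 3 gene classes (horizontal axis) in WT (grey) and met-2Δ (red); pale bars span the medians of 10000 random lists matched on expression. WT medians of 3.37, 3.31 and 5.14 lie above all matched lists, and the met-2Δ medians are 0.55, 0.77 and 0.98.

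The third question was whether met-2Δ embryos respond to heat as WT embryos do. Under HS, 975 genes were higher and 82 lower in met-2Δ. Of the genes higher under HS, 919 were called in both genotypes, 3445 in WT alone and 56 in met-2Δ alone, and the log2FC of the genotypes correlated with r of 0.691 and rho of 0.776 across genes. The interaction, which tests the difference itself, passed the FDR for 7749 genes. For 4175 of them the rise was weaker or the fall stronger in met-2Δ, and for 3574 the opposite. Thinning the libraries to equal depth left 7111 genes. With the met-2-CD libraries in place of WT at 20 °C as baseline, 2187 genes passed, so the count rests largely on the WT libraries at 20 °C, although met-2-CD itself changes many of the same genes. For hsp-70, raised by 8.83 ± 0.27 in met-2Δ, the interaction of 0.34 did not pass the FDR (edgeR FDR 0.359), nor did that of hsp-16.41 (0.62, edgeR FDR 0.0139). The interaction passed for the other listed hsp genes: hsp-16.2 (1.00), hsp-1 (−0.52), hsp-110 (−1.09), F44E5.4 (−6.68) and F44E5.5 (−7.39). The highest log2FC in met-2Δ belonged to srh-169, spe-49, srh-141, hsp-70 and dct-9, of which all but hsp-70 had 0 counts in met-2Δ at 20 °C and at most 3.02 CPM at 37 °C. The lowest were poml-4, WBGene00007485, ZK662.5, C10G11.10 and sdz-12. ZK662.5 fell from 9.72 ± 0.36 to 0.42 ± 0.294 CPM, and poml-4, WBGene00007485 and C10G11.10 were too close to the floor for a reliable fold.

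At 37 °C, 235 genes were higher and 884 lower in met-2Δ than in WT. C38D9.2 (log2FC 5.46 ± 0.08, edgeR FDR 3.76e-16) and C55C3.3 (4.27 ± 0.2, edgeR FDR 1.41e-09) were among the 5 highest, with the pseudogenes WBGene00015359 and WBGene00022215 and with WBGene00021663. The lowest were math-34, C04F5.2, fbxc-15, sru-3 and fbxc-40, of which math-34, fbxc-15 and fbxc-40 belong to the block of 16 genes on chromosome II. All 7 listed hsp genes tested were lower in met-2Δ at 37 °C. The log2FC was −0.72 ± 0.18 for hsp-70 (edgeR FDR 0.00723), −0.5 ± 0.083 for hsp-110 (edgeR FDR 0.000582), −0.52 for hsp-16.41, −0.53 for F44E5.4, −0.5 for F44E5.5 and −0.4 for hsp-1, each past the FDR. For hsp-16.2 it was −0.55 with an edgeR FDR of 0.0117, and 0.00744 in a model with the column letter as a block, which was chosen after seeing the data. At 20 °C, hsp-70 (−1.06), hsp-16.2 (−1.55) and hsp-16.41 (−1.14) were already lower in met-2Δ than in WT. There hsp-110 (0.59) was higher, as were F44E5.4 (6.15) and F44E5.5 (6.89) on their low WT counts, and hsp-1 (0.12) did not pass the FDR. The lower levels at 37 °C alone therefore do not show a weaker heat response. The transcription factor gene hsf-1 was higher in met-2Δ at 37 °C (0.32, edgeR FDR 0.00532).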

Values the study reported

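In the comparison of early embryos at 20 °C, the study listed 1225 genes raised in both mutants, 271 genes specific to met-2Δ and 179 genes with a mitigated response in met-2-CD, and described 28% of MET-2 targets as keeping complete or partial repression. Under HS it gave 2026 genes up and 314 genes down at a fold change above 4 and an FDR below 0.01, and 80% of the raised genes had less than 4 RPKM at 20 °C. The reported correlation between the effects of HS and of met-2 loss was 0.65. The study found that 76% of met-2Δ targets rose under HS, and that these made up 56% of the genes derepressed by HS. For met-2 itself it described the mRNA level under HS as unchanged, with a log2FC of −0.094.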

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

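Choices of model, thresholds and listed genes were made before the data were examined. All tests in this part were chosen after the results were seen.

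The heat response differed between genotypes for 7749 genes by the interaction test. Of 100 splits drawn from the 200 ways to divide the genotype labels within each temperature, 1 gave as many genes (the real one). Of the other splits, some gave 4548 to 5272 genes and the rest 7 or fewer. High counts thus also arose where the labels were not the real ones. The labels that each split kept were not recorded, so the test cannot tell how much of the count is a difference in heat response. Across genes, the interaction had r of −0.93 with met-2Δ/WT without HS and 0.518 with met-2Δ/WT under HS. It is the second minus the first, so neither r is free of shared libraries. Among the genes named in the report, the difference (met-2Δ minus WT, log2) was negative for col-166 (−5.83), bcl-11 (−4.87), F10D11.6 (−5.38), grl-16 (−5.41), glf-1 (−4.65), nep-17 (−5.49), hsp-1 (−0.52) and hsp-110 (−1.09). It was positive for met-2 (1.03), arle-14 (0.87), set-25 (1.08), unc-119 (0.99), hsf-1 (0.76) and hsp-16.2 (1.00). Depth does not account for the count, since 7111 genes passed after thinning. The Spearman rho between interaction and exon length was −0.005, so the sign did not follow length. It cannot tell whether long genes were called more often, because the calls have both signs. The 10 most abundant genes took at most 7.29% of any library.

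The WT libraries at 20 °C enter the interaction as a baseline, and they differ from the other 12 in ways described next. With the met-2-CD libraries at 20 °C as baseline instead, 2187 genes passed, 1663 of them with the same sign as before. The difference was then −4.46 for col-166, −3.68 for bcl-11, −4.51 for F10D11.6, −3.97 for grl-16, −0.57 for hsp-1 and 0.94 for met-2, each past the FDR. For C55C3.3 it was −1.28 (edgeR FDR 0.0066), whereas this gene did not pass with the WT baseline (0.14, edgeR FDR 0.697). It was −0.66 for glf-1, −1.64 for nep-17, −0.03 for arle-14, 0.35 for set-25, 0.16 for unc-119, 0.17 for hsf-1, −0.21 for hsp-110 and 0.4 for hsp-16.2, none past the FDR. Since met-2-CD changes many of the same genes, a smaller difference would also arise if both mutants share a raised starting level. For 1663 genes, col-166, bcl-11, F10D11.6 and grl-16 among them, the difference passed the FDR with the same sign under both baselines. The met-2-CD baseline carries the effect of that mutation, which can create a difference as well as reduce it. C55C3.3, for instance, was lower in met-2-CD than in WT at 20 °C (log2FC −1.42). The swap therefore cannot exclude a peculiarity of the WT libraries at 20 °C for the 1663 genes. F44E5.4 and F44E5.5 pass under both baselines with opposite signs and are treated below. Of the remaining genes, glf-1, nep-17 and hsp-110 were higher in met-2Δ than in WT at 20 °C. For such genes a biological explanation is that genes already derepressed by loss of met-2 have less room to rise. It cannot be told apart from a peculiarity of the WT libraries at 20 °C. It cannot apply to arle-14, set-25, unc-119, hsf-1 and hsp-16.2, whose differences were positive. These genes were lower in met-2Δ/WT at 20 °C (log2FC −0.84, −0.71, −1.02, −0.44 and −1.55). Under HS in WT, arle-14, set-25, unc-119 and hsf-1 fell (log2FC −1.06, −1.14, −1.63 and −0.71), whereas hsp-16.2 rose. For those that fell, the lower starting level in met-2Δ stays open as a reason. A peculiarity of the WT libraries stays open for all of them.

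The difference was extreme for his-48 (−14.94), his-18 (−14.74), his-8 (−14.62), his-17 (−14.61), F44E5.5 (−7.39), F44E5.4 (−6.68), W09H1.4 (9.35) and WBGene00022218 (11.52). With the met-2-CD baseline, it was −0.21 for his-48 and −0.45 for W09H1.4. F44E5.4 and F44E5.5 reversed to 0.85 and 0.84, past the FDR (edgeR FDR 0.000984 and 0.00189). In met-2-CD at 20 °C they stood at 19.7 and 25.5 CPM, against 0.0987 and 0.0785 CPM in WT. With a raised baseline, the reversal cannot decide whether they rise less in met-2Δ than in WT. F44E5.4 and F44E5.5 had 3 to 8 and 1 to 6 counts in the WT libraries at 20 °C. They and W09H1.4 missed the limit of 3 counts of a wider pattern, though WT stood apart at 20 °C for them as well. The 4 histone genes and WBGene00022218 belong to that pattern: 28 genes were on or off in the WT libraries at 20 °C alone, 13 low and 15 high. The low genes include 7 histone genes (odds ratio 600, two-sided Fisher's exact test p 4.16e-16), and the high genes include 6 pseudogenes (odds ratio 32, p 3.26e-07) and 3 genes absent from the WBcel235 annotation. Depth does not account for it, since 43 genes did so after thinning, nor does a strain difference between N2 and the mutants, since 0 of 29 such genes were shared by WT at 37 °C. The summed histone CPM of met-2Δ over WT at 20 °C was 0.84, so the histone total was not missing from WT. A candidate explanation is that reads of near-identical copies were assigned differently in the WT libraries at 20 °C, for instance through another read length or alignment setting. It stays open for F44E5.4 and F44E5.5 too. The reads needed to test this directly were not used here, so the extreme values of these genes are not evidence for a biological difference.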

How the results depend on the processing

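The RPKM limit, the model with the column letter as a block and the met-2-CD baseline of the interaction are tests chosen after the results were seen, and the other alternatives were planned. No paired analysis was possible because the columns carry letters in place of the replicate numbers of the labels, so the planned replicate block was not run. With the column letter as a block, the counts, shares, correlations and medians stayed within their limits, 743 genes were lower in met-2Δ/WT at 37 °C, and the interaction had 7494 genes.

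For 197 results on single genes, 3453 comparisons with an alternative were made: 3368 had the same direction and side of the FDR, 41 were weaker, 16 stronger and 28 reversed. The shares of met-2Δ genes shared with met-2-CD and with HS kept their excess over all genes, by a two-sided Fisher's exact test, under each alternative run. The interaction count stayed within 1.5 times 7749 under the alternatives named in this part, but fell to 2187 with the met-2-CD libraries as baseline. For the results below, the cause was not tested.

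With fold thresholds of 4 for genotype and 2 for heat, the counts higher and lower were 1669 and 188 in met-2Δ/WT, 1150 and 204 in met-2-CD/WT, 357 and 22 in met-2Δ/met-2-CD, 1977 and 665 in met-2Δ HS and 58 and 169 in met-2Δ/WT at 37 °C, and 2612 genes were lower in WT HS. With library totals, 848 genes were lower in met-2Δ/WT and 86 in met-2Δ/met-2-CD, and 93.28% of the genes raised by HS were low at 20 °C. At an FDR of 0.05, 212 genes were lower in met-2Δ/met-2-CD and 1515 in met-2Δ/WT at 37 °C. With only the groups compared, 429 genes were higher in met-2Δ/met-2-CD.

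With a prior count of 8, met-2Δ HS had 409 genes higher and 36 lower, the met-2Δ >> met-2-CD class had 384 genes, r was 0.8031 for WT HS and met-2Δ/WT and 0.7294 for HS in both genotypes, the class medians under HS were 2.593 (met-2Δ-specific), 4.062 (met-2Δ >> met-2-CD) and 2.847 (common), and the low share was 91.4%. Without a filter, r was 0.779 for the mutants, 0.6623 for WT HS and met-2Δ/WT and 0.5934 for HS in both genotypes, and the low share was 95.68%. With at least 10 counts in 6 samples, r of WT HS and met-2Δ/WT was 0.8211 and the low share 92.27%. The same r was 0.7835 with the DESeq2 Wald test, 0.7858 after thinning and 0.7282 with different WT libraries, which gave 0.7549 for the mutants. The met-2Δ-specific class had 1064 genes when defined as not past the threshold in met-2-CD, and the met-2Δ >> met-2-CD class 471 when the difference also had to pass the FDR. The low share was 96.63% with RPKM.

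Leaving out 1 library at a time gave 506 to 1046 genes higher and 86 to 377 lower in met-2Δ/met-2-CD, 348 to 896 lower in met-2Δ/WT at 37 °C, 120 to 290 met-2Δ-specific genes, r from 0.7979 to 0.8587 for the mutants, 0.7494 to 0.7829 for WT HS and met-2Δ/WT and 0.6722 to 0.6996 for HS in both genotypes, a common class median from 3.116 to 3.5 and a low share from 93.7% to 94.8%.

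The reversed values were small. With library totals they were met-2 0.04 and lin-65 0.09 and hsp-1 0.08 in met-2-CD/WT, met-2 0.05 in WT HS, and lin-65 −0.13 and C55C3.3 −0.07 in the interaction. Without a filter they were set-25 −0.01 in met-2Δ/met-2-CD, lin-65 −0.1 in WT HS and unc-119 0.02 in met-2Δ/WT at 37 °C. In WT HS lin-65 was −0.02 with DESeq2 size factors, the Wald test and only the groups compared, and −0.01 after thinning. In met-2Δ/WT at 37 °C unc-119 was 0.06 with only the groups compared and 0.02 after thinning. Leaving out 1 library gave lin-65 −0.12 to 0.02 in met-2-CD/WT, −0.04 to 0.07 in met-2Δ/met-2-CD and −0.11 to 0.03 in WT HS; arle-14 −0.01 to 0.1 and set-25 −0.07 to 0.1 and glf-1 −0.32 to 0.7 in met-2Δ/met-2-CD; set-25 −0.1 to 0.01 in met-2Δ HS; arle-14 −0.02 to 0.08 in met-2Δ/WT at 37 °C; and C55C3.3 −0.02 to 0.38 in the interaction.

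Depth limits genes near the floor, where 3 counts correspond to 0.186 CPM in the smallest library.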

Other observations

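All tests in this part were chosen after the results were seen.

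For each of the 6 contrasts, 1 of the 10 splits of the 6 samples gave as many genes past the threshold, the real one, and 10 splits cannot give a smaller share. The other splits gave 0 genes past the threshold. At an unadjusted p below 0.05 by edgeR, the real and the other splits had 10586 against 187 to 668 genes in met-2Δ/WT, 10164 against 295 to 2995 in met-2-CD/WT, 7051 against 178 to 1685 in met-2Δ/met-2-CD, 13218 against 61 to 455 in WT HS, 8989 against 151 to 624 in met-2Δ HS and 7275 against 219 to 1024 in met-2Δ/WT at 37 °C.

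Of 19 genes lower in met-2Δ by more than 2 on the log2 scale both against met-2-CD at 20 °C and against WT at 37 °C, 16 form 1 unbroken run of neighbouring tested genes on chromosome II (79.4 kb, WBcel235), with 11 fbxb and fbxc genes. The longest run in 10000 random placements was 2. About 5.32% (median) of the met-2-CD level was left at 20 °C and 7.63% of the WT level at 37 °C. Loss of catalytic activity alone does not account for the run, whose median in met-2-CD/WT was −0.46, nor do reads shared within the families, since 128 other fbxb and fbxc genes had a median of 0.19. The run of 16 may reflect a strain difference at this place, such as a deletion or a divergent haplotype in the met-2Δ strain. Local silencing in met-2Δ cannot be told apart from it with gene counts.

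The correlation of WT HS with met-2Δ/WT is not explained by the shared WT libraries alone, since met-2Δ/met-2-CD and WT HS, with no group in common, had r of 0.425 and rho of 0.305. For met-2-CD/WT, r with met-2Δ HS was 0.099 and rho 0.294, so the pairs differ in Pearson but hardly in rank correlation, and the response of met-2Δ is itself reduced, so the role of the shared libraries in the correlation of met-2-CD/WT with WT HS could not be decided.

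Of 666 genes below 4 CPM in WT at 20 °C with an overlapping gene above 20 CPM on the opposite strand, 47.4% were called higher in met-2-CD/WT, against 23.9% of 5354 such genes with no overlap or an overlapping gene at 0 (odds ratio 2.87). In met-2Δ/WT the shares were 50.3% and 34.1% (odds ratio 1.96). Reads of the opposite strand may contribute to some of these calls in both mutants. In WT HS the odds ratio was 0.87 for the opposite strand and 0.69 for transcription running on from an upstream gene, neither an enrichment. Genomic DNA would make CPM follow exon length among genes near 0 in WT at 20 °C, and the Spearman rho was 0.28 where counts proportional to length would give 0.98. Gene length does not account for the calls in WT HS either, with a rho of 0.01 between log2FC and exon length. The rho was 0.113 in met-2-CD/WT and 0.065 in met-2Δ/WT.

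A list of 25 markers of late embryo differentiation had a median log2FC of 1.1 in met-2Δ/WT, 1.48 in met-2-CD/WT and 2.64 in WT HS, so older embryos in these groups are a candidate explanation of part of the calls. The 23 oocyte markers had medians of 0.21, −0.18 and −0.61. The median rise in met-2Δ/WT (percentile 99.27 of random lists) goes against older met-2Δ embryos, although only 13 of the 23 were higher. In met-2Δ/WT at 37 °C the late markers had a median of −0.49 (3 of 25 higher) and the oocyte markers of 0.24, and in met-2Δ/met-2-CD the oocyte markers had 0.38 and the late markers 0.16. At 37 °C younger met-2Δ embryos are a candidate explanation of part of the 884 lower genes and of the interaction. The late markers may themselves be derepressed, and the explanations cannot be told apart.

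The met-2-CD libraries differ from each other along the met-2Δ/WT changes: the log2 difference of replicate c over a had r of 0.47 with them, against −0.2 to 0.12 in 6 pairs within the heat-stressed groups. It was 0.42 after thinning, so depth does not account for it. The late embryo markers were higher in c than a by a median of 1.01 (23 of 25 markers; random lists −0.19 to 0.25), and 0 of 23 oocyte markers were higher. The WT libraries at 20 °C differ too: the late markers changed by −0.69 from replicate a to c and by −0.73 from b to c, with 22 of 23 oocyte markers higher in c, and glf-1 and nep-17 each had 0.7151 CPM in c against at least 2.54 CPM in a and b. In WT at 37 °C, 23 of 23 oocyte markers were higher in c than in a (median 0.28), while the late markers changed by −0.09. In met-2Δ at 20 °C, the late markers changed by −0.17 from a to b and from a to c, with 4 of 25 higher in each. There, 18 of 23 oocyte markers were higher in c than in a (median 0.09), and 12 of 23 in b than in a. A difference in embryo age between replicates of these groups is a candidate explanation, and it would bear on glf-1, nep-17 and the class sizes.

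For hsp-16.2, hsp-16.41 and hsp-70, replicate a was the highest library at 37 °C in both genotypes, so libraries of the same column letter may share a batch. Over all genes, 59.3% of 1296 arrangements of the letters gave same-letter correlations as high as the real one (−0.0076), and 0 genes had a letter effect past the FDR (516 of 15471, 3.3%, at an unadjusted p below 0.05 by edgeR). For the 37 °C groups alone, the real arrangement was the highest of 6 (0.086), which cannot exclude a shared batch.

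The met-2Δ-specific class held 167 genes, and 1064 when defined as not past the threshold in met-2-CD. The first is fewer and the second more than the study reported. The met-2Δ >> met-2-CD class held 750 genes, 384 with a prior count of 8 and 471 when the difference also had to pass the FDR. Each is more than the study reported. In WT under HS, 4364 genes were higher, and 2943 with a prior count of 8. Both are more than the study reported. In WT under HS, 622 genes were lower. This is more than the study reported. The log2FC of met-2 under HS in WT was −0.18, and 0.05 with library totals. The first is more negative than the value of the study, which described the level as unchanged, and the second is no decrease. The study scaled counts by library totals and added a pseudocount of 8 before taking log2 values. The alternatives tried library totals and a prior count of 8 separately and not together. None repeats the processing of the study, so the comparisons in this paragraph are not like for like.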
